A study of Homo sapiens with 4 samples.

How the data were processed

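ATAC-seq libraries of HaCaT keratinocytes were analysed from the peak list of each library: 2 replicates of WT cells and 2 replicates of the OCT4 knockout clone 4. Groups and replicate numbers were taken from the sample labels. The design text names a second knockout clone, which was not analysed here. Per the labels' protocols, thawed live cells were treated with DNase, nuclei were treated with Tn5, and the tagmented DNA was purified and barcoded. The aligner, the peak caller, the genome build, any shift of the reads for the Tn5 insertion site and the filter applied to the lists are not stated in the labels, and the files have no header.

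The deposited lists have the narrowPeak layout, with one line per summit and several summits sharing one interval in part of the peaks. The score deposited by the authors was found to be 10 times the −log10 q, truncated to a whole number. The fold deposited by the authors is the enrichment of the read pileup at the summit over the local background of the same library, so it is a ratio inside one library and carries no normalization between libraries. The −log10 p and −log10 q values deposited by the authors refer to the same summit. The position of each summit was deposited as an offset from the start of the interval. The smallest −log10 q was 2.00 in every list, so all lists shared a threshold of q = 0.01. Peaks lay on assembled chromosomes only, and 1 peak in 1 list lay on chromosome Y.

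Unique intervals were used as peaks, each with the highest −log10 q of its summits. WT replicates 1 and 2 had 99004 and 91368 summits, and KO replicates 1 and 2 had 74077 and 74192. From 11.7% to 16.9% of peaks had more than 1 summit. Within each list, peaks were ranked by −log10 q and the rank was expressed as a percentile, with 100 the strongest. Ranks can be compared between lists as positions only, since a longer list extends to weaker peaks and moves every shared peak up. Peaks of all libraries that overlapped by at least 1 bp were merged into regions. Coordinates are printed 1-based, with every start raised by 1 from the value in the files.

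The depth of a library was read from the lists. The pileup and the local background at each summit were solved from the fold enrichment, taken as (pileup + 1) / (background + 1), and the Poisson p-value of the pileup. The solved pileup was within 0.05 of a whole number at 100% of the summits of every list. The smallest background of a list is its genome-wide background, a measure of depth per position. The total number of reads stays unknown, so no counting interval was given for single peaks. A lower depth or a lower enrichment makes weak peaks fail the significance threshold, and a peak absent from a list is therefore a region not called, not a region shown to be closed.

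Gene positions came from a RefSeq gene table of assembly GRCh38.p14, limited to 20033 protein-coding genes, all listed genes being matched (1 by an older symbol). The files name no build, so the match was checked on the data. From 35.9% to 40.5% of the gene-end windows held a peak, compared with 7.81% to 13.5% after the windows had been shifted along the chromosome. No coordinates of the gene table are printed. The design called for distances to transcription start sites, but the table gives no strand, so both annotated ends of a gene were used. A peak was at a gene end within 1 kb of either end, otherwise in a gene body or intergenic. The planned search for 15 sequence motifs was not run, since it needs a genome sequence, and its alternatives were not run either.

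Group means are given with the SD (n = 2) and two-sided exact permutation tests, which cannot give a p-value under 0.333 with 2 against 2 libraries. Overlap between lists was measured by the Jaccard index in bp and by the share of peaks overlapped, for 2 pairs within groups and 4 pairs between groups. Regions and genes called in both libraries of one group and in neither of the other were counted, and the same was done for the other 2 splits of the libraries into pairs. The 4 gene lists were compared with 10000 random lists matched on the number of regions within 10 kb of each gene, as a description of these libraries. Chromosome shares were compared over 23 chromosomes, leaving out Y.

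The text names POU5F1 in every library, every listed gene with a group-specific gene-end peak, the 5 leading genes of each direction ranked by the lower of the 2 rank percentiles, and the 3 leading regions of each direction ranked likewise. This rule, the gene lists, the tests and the alternatives were set before the data were examined. Added after the data had been seen were 3 alternatives: all gene types, gene ends counted one by one, and regions merged over the libraries before gene ends were read, together with a second ranking of genes on the merged regions. The alternatives set beforehand covered the stricter 50% of each list, lists of equal length, group-specific calls limited to the upper 50% of each list, autosomes and X only, an overlap of 50% of both peaks, peaks within 200 bp merged, a reference set from WT replicate 1, rank by peak width, a gene-end window of 2.5 kb, windows of 50 kb and of 1 kb around listed genes, pairing of equal replicate numbers, and each replicate left out in turn.

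Relations across chromosomes were tested with 100000 permutations, and one change point per chromosome was fitted by least squares to the rank differences along it, with at least 20 regions on either side. The code was tested on simulated data: 100% of 5000 simulated pileups were recovered, 200 of 200 planted WT-only and 200 of 200 planted KO-only regions were found among 20000 with 5 other regions called WT-only, a planted list among 5000 genes reached percentile 100, the median percentile of 60 random lists was 55.5, and overlaps of 400 peaks showed 0 differences from a direct search. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.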

Results

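Chromatin accessibility was profiled by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, in HaCaT cells. HaCaT is an immortalized line of human skin keratinocytes, the main epithelial cells of the epidermis. The data comprised 4 libraries: 2 replicates of wild-type (WT) HaCaT cells and 2 replicates of one clone, clone 4, in which OCT4 had been knocked out (KO) by CRISPR-Cas9 editing. OCT4 is a transcription factor encoded by POU5F1. The comparison asked how loss of OCT4 changes the set of accessible regions in keratinocytes, in particular around genes of epithelial identity and of the cytoskeleton. Each library had its own peak list, with no pooling of replicates. Peak scores, fold enrichments and significance values were those of the authors and were used only to describe, rank or filter peaks inside one list.

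The total number of reads per library was unknown, since the lists held peaks only. The genome-wide background of each list, recovered from the fold enrichment and the p-value of its summits, served as the measure of depth. It was 4.53 and 4.17 reads over a position in WT replicates 1 and 2, and 4.05 and 3.91 reads in KO replicates 1 and 2. These values compare depth only if the reads of all libraries were extended to the same length, which could not be checked. The median pileup at a summit was 78 and 66 reads in the WT lists and 58 and 53 reads in the KO lists. The weakest summits had a pileup of 14 reads in WT replicate 1 and 13 reads in each of the other lists. With 2 libraries per group, the smallest two-sided p-value an exact permutation test could give was 0.333. No difference between the groups could therefore pass a threshold of 0.05 in that test, and no other test of group means was run. Differences were therefore set against the spread between replicates.

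The edited gene was examined first. Peaks within 1 kb of either annotated end of POU5F1 were present in both WT lists and in neither KO list. In WT replicate 1 the main peak covered chromosome 6, 31169323 to 31170299 (977 bp), with a fold enrichment of 7.02, a −log10 q of 67.2 and a rank at the 59.6 percentile of its list. In WT replicate 2 it covered 31169356 to 31170193 (838 bp), with a fold enrichment of 5.91, a −log10 q of 38.2 and a rank at the 53.3 percentile. A weak further peak was called in WT replicate 1 alone, at 31171017 to 31171438 (rank percentile 5.79). The POU5F1 call pattern was kept under each of the 3 alternative definitions that were applied to it. A region 10.04 kb toward lower coordinates, at 31157973 to 31159279, was called in all 4 libraries, at rank percentiles of 96.1, 92.6, 84.6 and 87.3. A weak region at 31178588 to 31179305 was again called in the WT lists alone, at rank percentiles of 20.7 and 7.34.

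More peaks were called in the WT libraries. WT replicates 1 and 2 had 85693 and 77292 peaks, and KO replicates 1 and 2 had 61970 and 59724 peaks. The group means were 81492.5 ± 5940.4 peaks in WT and 60847 ± 1588.16 peaks in KO (SD, n = 2 each), a ratio of 1.34 (two-sided exact permutation test, p = 0.333, the smallest possible). The peaks covered 57.9 ± 7.44 Mb in WT and 41.4 ± 2.18 Mb in KO (ratio 1.40). The median peak width was 618 ± 43.8 bp in WT and 563.75 ± 20.9 bp in KO (ratio 1.10), and the median fold enrichment at summits was 6.85 ± 0.536 in WT and 5.77 ± 0.139 in KO. In each of these measures both WT libraries lay above both KO libraries, and the difference between the group means exceeded either SD. The background was also higher in WT, at 4.35 ± 0.255 against 3.98 ± 0.0967 reads. The alternatives that moved the peak number ratio most left out one WT replicate: it was 1.27 without WT replicate 1 and 1.41 without WT replicate 2.

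**Figure D1:**
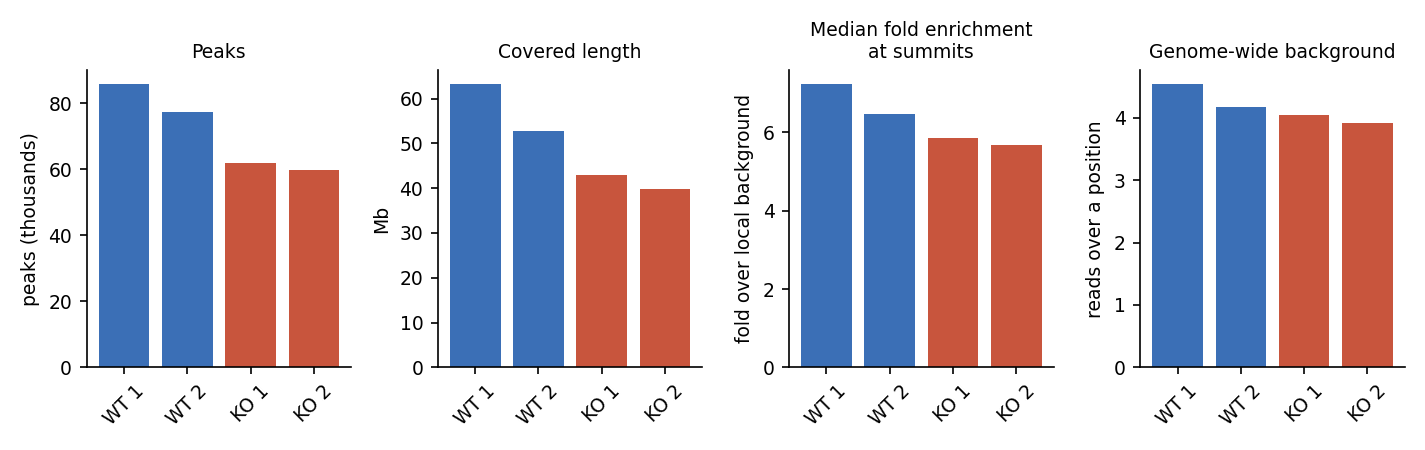
Bars show, for each of the 2 WT (blue) and 2 KO (red) libraries, the number of peaks (units of 1000), the covered length in Mb, the median fold enrichment at summits over the local background, and the recovered genome-wide background in reads over a position. Both KO libraries lie below both WT libraries in every panel, with 59724 to 61970 peaks against 77292 to 85693.

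Peak positions were compared between libraries by the Jaccard index, the shared length divided by the joint length. It was 0.751 between the WT replicates and 0.745 between the KO replicates, with a mean of 0.748. The 4 pairs of a WT and a KO library gave 0.587 (WT replicate 1 with KO replicate 1), 0.553 (WT replicate 1 with KO replicate 2), 0.629 (WT replicate 2 with KO replicate 1) and 0.606 (WT replicate 2 with KO replicate 2), with a mean of 0.594 ± 0.0319 (SD over the 4 pairs). Both pairs within a group lay above all 4 pairs between groups. The share of peaks overlapped by at least 1 bp, averaged over both directions of a pair, was 88.7% within groups and 78.0% ± 1.02 between groups (SD, n = 4 pairs). The lower share between groups came from the WT peaks. Of these, 62.4% to 70.5% were overlapped in a KO list, against 84.5% and 94.6% in the other WT list. Of the KO peaks, 87.8% to 91.1% were overlapped in a WT list, against 86.0% and 89.8% in the other KO list. The alternative that moved the difference in the averaged share most required an overlap of at least 50% of both peaks. It gave 82.9% within and 67.5% between groups. From 28 to 109 intervals were identical in any pair of lists, so no list was a copy of another.

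The overlap between lists depended on the strength of the peak. In decile 6 of WT replicate 1, with decile 1 the weakest peaks, 0.653% of peaks had no overlapping peak in WT replicate 2, while 23.3% had none in KO replicate 1 and 27.1% had none in KO replicate 2. For the same decile of WT replicate 2 the shares were 0.0645% in WT replicate 1, 18.3% in KO replicate 1 and 20.8% in KO replicate 2. Among the strong peaks of decile 9 of WT replicate 1 the shares were 0.0117% for WT replicate 2, 0.537% for KO replicate 1 and 0.688% for KO replicate 2. The loss of WT peaks from the KO lists therefore exceeded the replicate difference over most of the range, and few of the strongest peaks took part in it.

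**Figure D2:**
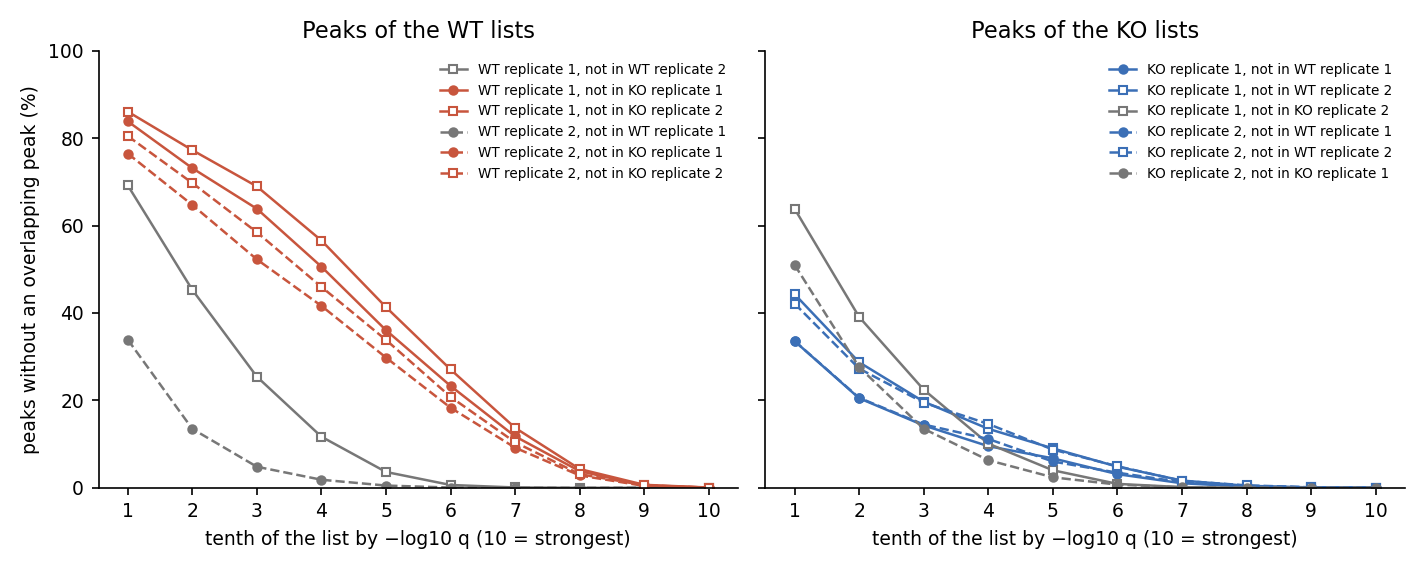
Lines show the share of peaks (%) of one list that have no overlapping peak in another list, by decile of the first list ordered by −log10 q, for the WT lists (left) and the KO lists (right); grey lines compare replicates, red lines compare WT with KO lists, blue lines compare KO with WT lists. In decile 6 of WT replicate 1 the share was 0.653% against its replicate and 23.3% and 27.1% against the KO lists.

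All peaks were merged into 96844 regions, of which 48539 (50.1%) were called in all 4 libraries. Regions called in both WT libraries and in neither KO library, termed WT-only, numbered 16252 (16.8%). Regions called in both KO libraries and in neither WT library, termed KO-only, numbered 2459 (2.54%). The real split of the libraries thus gave 18711 group-specific regions. The other 2 ways of splitting the 4 libraries into pairs gave 1276 (WT replicate 1 and KO replicate 1 against the rest) and 912 (WT replicate 1 and KO replicate 2 against the rest). A further 10015 regions were called in WT replicate 1 alone, 3327 in WT replicate 2 alone, 2415 in KO replicate 1 alone and 2350 in KO replicate 2 alone.

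The excess over the other splits remained with lists of equal length, while the ratio of WT-only to KO-only regions fell. With the 59724 top-ranked peaks of every list, the real split gave 7173 WT-only and 5827 KO-only regions, 13000 in all, against 829 and 653 for the other splits. Leaving out WT replicate 2, which relaxes the definition, raised the WT-only count to 26324, and leaving out KO replicate 2 raised the KO-only count to 4894. The ratio of WT-only to KO-only regions is therefore tied to the number of peaks called in each list.

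**Figure D3:**
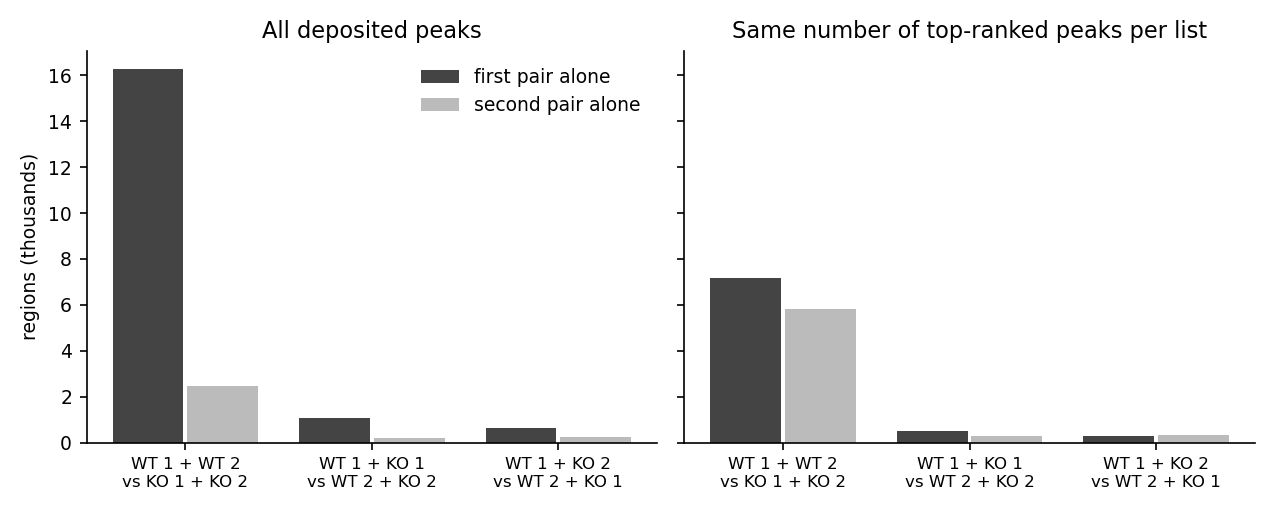
Bars show the number of regions (units of 1000) called in both libraries of one pair and in neither library of the other pair, for the 3 ways of splitting the 4 libraries into pairs, with all peaks (left) and with the 59724 top-ranked peaks of every list (right). The split into WT and KO gave 16252 and 2459 regions with all peaks and 7173 and 5827 regions with lists of equal length.

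Most group-specific regions were weak within their lists. The median rank percentile of WT-only regions was 30.1 in WT replicate 1 and 23.9 in WT replicate 2, and that of KO-only regions was 25.2 and 24.5 in the KO replicates. Regions called in all 4 libraries had medians of 71.1 and 67.8 in the WT lists and 60.5 and 58.9 in the KO lists. Among WT-only regions, 16.1% lay in the upper 50% of the list of WT replicate 1 and 11.3% in that of WT replicate 2. The corresponding shares of KO-only regions were 9.39% and 10.4%. Group-specific regions were also narrower, with median widths of 501 bp (WT-only) and 418 bp (KO-only) against 901 bp for the regions called in all 4 libraries.

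Peaks were placed relative to 20033 protein-coding genes. A peak within 1 kb of either annotated end of a gene was termed a gene-end peak, because the gene table gave no strand and the start and the end of a gene could not be separated. Gene-end peaks made up 16.6% ± 0.676 of the WT lists and 20.3% ± 0.360 of the KO lists (SD, n = 2 each). Peaks elsewhere in genes made up 41.9% ± 0.376 and 40.2% ± 0.396, and intergenic peaks 41.5% ± 0.2999 and 39.5% ± 0.0360. All 3 differences exceeded the SD of either group, and an exact permutation test gave p = 0.333 for each. The gene-end share rose as the lists became shorter, from 16.1% in WT replicate 1 to 20.6% in KO replicate 2. It was not computed with lists of equal length, so list length and location are not separated. The wider set of all gene types, added after the data were seen, moved the gene-end shares most, to 23.5% in WT and 27.4% in KO. Gene ends were rare among group-specific regions, at 4.39% of WT-only and 4.72% of KO-only regions, compared with 24.2% of the regions called in all 4 libraries. Intergenic sequence held 49.3% of WT-only, 51.0% of KO-only and 37.6% of the shared regions.

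Counted per gene, 12518 genes (62.5%) had a gene-end peak in all 4 libraries and 5955 (29.7%) had none in any library. A gene-end peak was present in both WT and neither KO library for 448 genes (2.24%), and in both KO and neither WT library for 84 genes (0.419%). The other 2 splits gave 76 and 30 genes in all, against 532 for the real split. With lists of equal length the direction reversed, with 198 WT-only and 243 KO-only genes. That setting removes weak WT peaks and can turn a shared gene into a KO-only one, so the reversal is no evidence of gains. Part of these calls arose at interval edges, where a peak of one group reached the 1 kb window and an overlapping peak of the other group stopped short of it. With the regions merged over the libraries before gene ends were read, 405 of the 448 WT-only genes and 78 of the 84 KO-only genes were called again.

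The genes with the strongest group-specific gene-end peaks were affected by this edge effect most. Ranked by the weaker of the 2 replicate ranks, the leading WT-only genes were KRT19, SLC17A7, PEG10, ZBTB46 and LSMEM1. For each of them the leading WT peak overlapped a peak in both KO lists, so their place in the ranking rests on regions that were called in both groups. SLC17A7 had a weaker peak without KO overlap, at chromosome 19, 49428054 to 49428631 in WT replicate 1 (rank percentile 44.5) and 49428109 to 49428416 in WT replicate 2 (24.1), which also lay at an end of GFY. The leading KO peaks of LOC124903173, MZB1 and TCHH, among the leading KO-only genes, overlapped peaks in both WT lists in the same way. KRT19 had a further peak with no KO overlap, at chromosome 17, 41527814 to 41528829 in WT replicate 1 (rank percentile 71.2) and 41527945 to 41528759 in WT replicate 2 (68.5), beside 2 gene-end peaks in each WT list that did overlap KO peaks. The remaining KO-only genes had no WT overlap. TRIM58 had a peak at chromosome 1, 247857012 to 247857823 in KO replicate 1 (rank percentile 59.7) and 247857012 to 247857918 in KO replicate 2 (59.0). XKR6 had its main peak at chromosome 8, 11201416 to 11201983 in KO replicate 1 (46.3) and 11201146 to 11201928 in KO replicate 2 (49.9).

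A ranking on merged regions, chosen after these values were seen, avoided the edge effect. It left out genes with a further gene-end region called in the other group. It thus left out KRT19, despite a WT-only peak at the 71.2 and 68.5 percentiles. Its leading WT-only genes were LOC107986837 (chromosome 7, 113099227 to 113100348, rank percentiles 75.6 and 74.9), ATP6V0D2 (chromosome 8, 86152736 to 86153642, 70.8 and 71.9), PLCH2 (chromosome 1, 2416091 to 2416773, 66.6 and 70.7), RNF144A (chromosome 2, 6917102 to 6917983, 73.6 and 65.6) and LAMB4 (chromosome 7, 108010624 to 108011381, 72.7 and 65.3). Its leading KO-only genes were TRIM58 and XKR6, followed by ENPP5 (chromosome 6, 46170646 to 46171263, rank percentiles 49.7 and 43.7), PLCXD3 (chromosome 5, 41510381 to 41511033, 43.4 and 43.3) and MFAP5 (chromosome 12, 8662641 to 8662939, 43.3 and 54.7).

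The strongest group-specific regions of all lay away from gene ends. Among WT-only regions the leading one, at chromosome 9, 84990132 to 84991031, lay within NTRK2 and ranked at the 93.5 and 92.6 percentiles, with fold enrichments of 15.03 and 14.1. The next lay on chromosome 6 at 4334135 to 4334759, 61.7 kb from LOC128966717, at percentiles of 91.6 and 90.6 and fold enrichments of 20.5 and 20.6. The third WT-only region, at chromosome 11, 102629640 to 102630801, lay 4.31 kb from MMP20, at percentiles of 89.6 and 90.0 and fold enrichments of 21.02 and 19.97. The leading KO-only region, at chromosome 15, 87608799 to 87610071, lay 249.7 kb from NTRK3 and ranked at the 92.0 and 92.4 percentiles (fold enrichments 11.8 and 12.7). It was followed by chromosome 3, 78402577 to 78403484, 193.8 kb from ROBO1 (percentiles 86.7 and 88.6, fold enrichments 13.1 and 14.2), and by chromosome 17, 48053966 to 48054556, within NFE2L1 (82.8 and 84.2, fold enrichments 6.92 and 7.68). All 6 regions kept their pattern with lists of equal length.

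Genes of epithelial, mesenchymal, actin cytoskeleton and pluripotency function were compared through 4 lists fixed before the data were examined. Within 10 kb of the 34 epithelial genes there were 38 WT-only and 9 KO-only regions, a WT-only share of 80.9% against 87.6% near all protein-coding genes. This difference of −6.74 percentage points lay at the 10.8 percentile of 10000 random lists matched on the number of regions per gene, and the 4 pairs of single libraries gave −7.60 to 1.196 points. The 24 mesenchymal genes had 7 WT-only and 2 KO-only regions (77.8%, a difference of −9.82 points at the 14.4 percentile, with a range of −20.7 to −3.89 points over the pairs). The 40 actin cytoskeleton genes had 43 and 6 regions (87.8%, a difference of 0.161 points at the 46.9 percentile, range −1.65 to 2.29). The 12 pluripotency genes had 6 WT-only regions and no KO-only region (a difference of 12.4 points at the 71.8 percentile, range −21.6 to 12.8). With these settings no list lay in the lowest or highest 5% of its random lists. The pluripotency list could not have reached the highest 5%, since its share of 100% was also the median of its random lists. POU5F1 itself had 2 of the 6 WT-only regions of that list. With lists of equal length the epithelial difference was −22.5 points (percentile 1.495) and that of the actin cytoskeleton list −19.9 points (percentile 2.27). The epithelial list also lay in the lowest 5% without KO replicate 1 (percentile 3.46), and the mesenchymal list did so within 50 kb of the genes (−13.8 points, percentile 2.91) and without WT replicate 1 (−26.7 points, percentile 1.17). With calls limited to the upper 50% of each list the actin cytoskeleton list lay at percentile 0.298, from 1 region. The place of these 3 lists among random lists thus depended on the setting.

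Gene ends of the listed genes were mostly called in every library: 32 of 34 epithelial, 17 of 24 mesenchymal, 37 of 40 actin cytoskeleton and 4 of 12 pluripotency genes. Besides POU5F1, the one listed gene with a group-specific gene-end peak was TJP1 of the epithelial list. Its WT-only peaks, at chromosome 15, 29968397 to 29968605 and 29968485 to 29968674, ranked at the 0.865 and 6.26 percentiles, near the significance threshold of the lists, and were not called with lists of equal length.

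The direction of the group-specific regions varied between chromosomes. The WT-only share was 86.9% over all 23 chromosomes compared. It was highest on chromosome 6, with 1238 WT-only and 81 KO-only regions (93.9%, with 86.8% to 92.4% in the 4 pairs of single libraries). The lowest value was on chromosome 18, with 278 and 95 regions (74.5%, with 60.8% to 73.8% in the pairs). Chromosomes 4 (92.8%), 8 (93.1%) and X (92.7%) were also high, and chromosomes 5 (77.9%), 12 (78.1%) and 16 (77.6%) were also low. The SD between chromosomes was 5.74 points. The same measure was 3.37 points for regions called in one WT replicate alone, as the share of replicate 1, and 5.03 points for regions called in one KO replicate alone. The differences of chromosomes 6 and 18 from the genome-wide share had one sign in all 4 pairs of single libraries. With lists of equal length they were 19.8 and −15.5 points, against 7.001 and −12.3 points with all peaks.

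**Figure D4:**
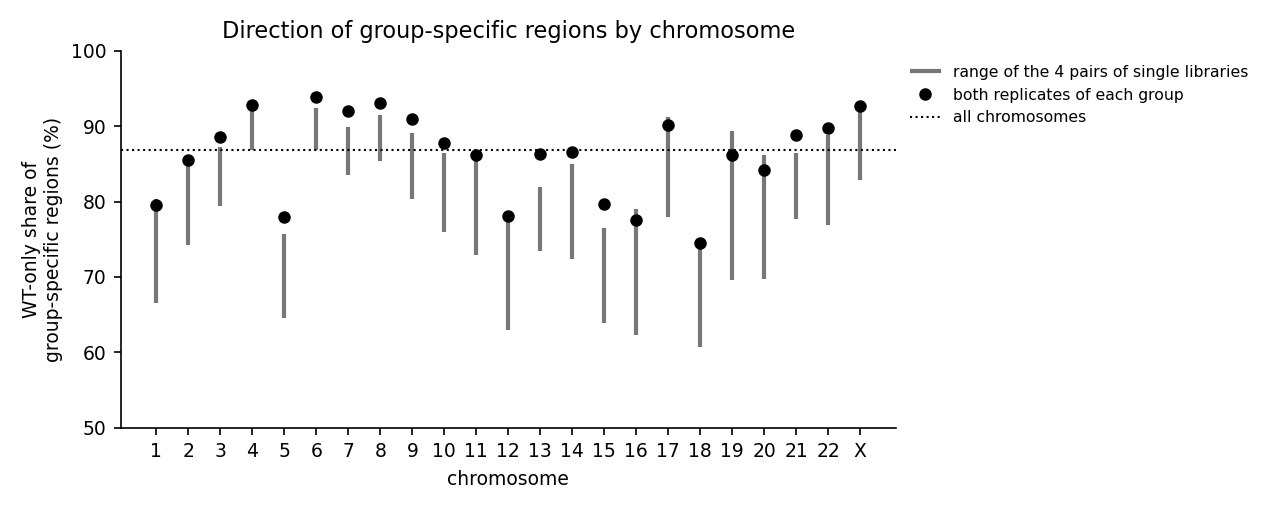
Points show the WT-only share (%) of the regions called in both libraries of one group and in neither of the other, for each chromosome; bars show the range of the same share in the 4 pairs of a single WT and a single KO library, and the dotted line marks all chromosomes (86.9%). The vertical axis starts at 50%, and the shares run from 74.5% on chromosome 18 to 93.9% on chromosome 6.

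Ranks within lists were compared along chromosome 6, which carries POU5F1, at regions called in all 4 libraries. Relative to the genome-wide median, the mean KO rank minus the mean WT rank had a median of −12.3 points over the 503 regions in the first 30 Mb and −3.20 points over the 1898 regions beyond POU5F1. In the first 30 Mb, 90.1% of regions had a KO minus WT difference below the genome-wide median, where the share over all chromosomes is 50% by construction. The 4 pairs of single libraries gave −11.9 to −13.3 points there, while the difference between replicates was 0.680 points in WT and −0.0408 points in KO. This stretch was chosen after the values along the chromosomes had been seen.

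**Figure D5:**
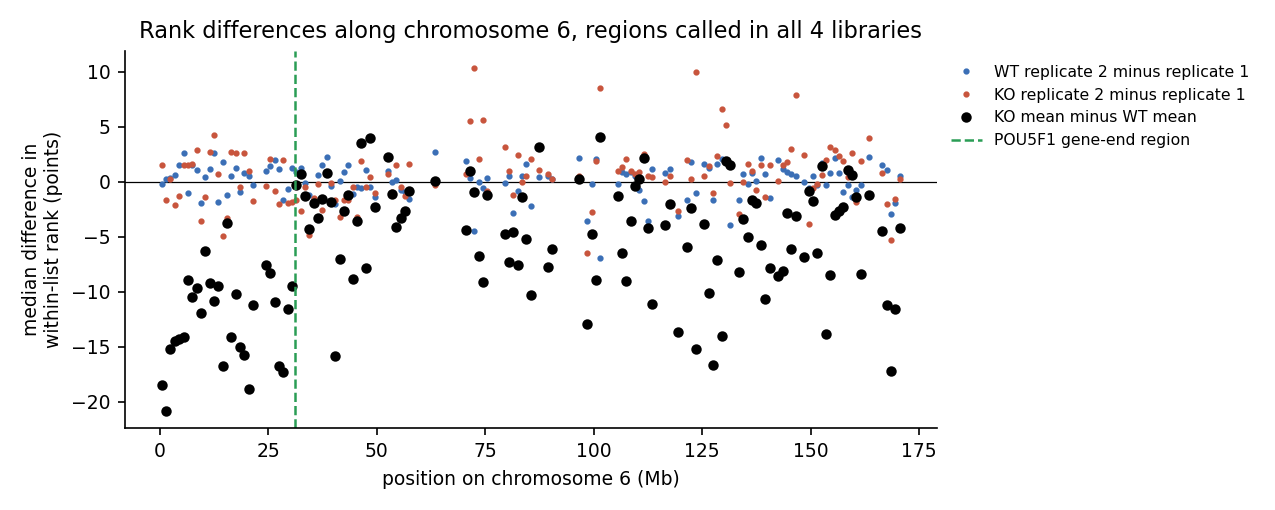
Points show, for windows of 1 Mb along chromosome 6 with at least 5 regions called in all 4 libraries, the median difference in within-list rank (points, relative to the genome-wide median) between the KO and WT means (black), between the WT replicates (blue) and between the KO replicates (red); the dashed line marks the POU5F1 gene-end region. Over the first 30 Mb the KO minus WT difference had a median of −12.3 points, compared with −3.20 points beyond POU5F1.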

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

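The test in this part was set before its value was computed. One signal lay outside the chromosomes that were compared: 1 peak on chromosome Y in KO replicate 2, with none in the other 3 lists. It covered 56851516 to 56851727 (212 bp), with a −log10 q of 9.87 and a fold enrichment of 5.09. A candidate explanation is reads from a similar sequence elsewhere in the genome, or background near the threshold. Background near the threshold would place the peak in the lowest 10% of its list, while a signal of its own would place it in the upper 50%. The peak ranked at the 27.2 percentile, between these ranges, so the explanations cannot be told apart with 1 peak in 1 library. The sequence was not examined, and no biological explanation was tested, since the other KO replicate has no such peak.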

How the results depend on the processing

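Of 169 values recomputed under alternatives, 97 stayed within the replicate spread, or within 1.5 times for a count, and 72 moved. The WT to KO ratio of peak number, covered length and median width ranged over 1.27 to 1.41, 1.27 to 1.52 and 1.03 to 1.15 under 6 alternatives. For most of these the direction was fixed in advance: both WT lists exceeded both KO lists, so leaving out a library cannot reverse it, halving every list keeps the ratio of peak numbers, and autosomes and X leave out 1 peak. Only covered length (1.38) and median width (1.03) in the stricter 50% of each list could have reversed. The mean Jaccard index and the overlapped share, averaged over both directions of a pair, were higher within than between groups under every alternative run. The mean Jaccard index between groups was 0.632 with lists of equal length, and that within groups 0.802 in the stricter 50% of each list. The overlapped share within and between groups was 82.9% and 67.5% (difference 15.4 points) with an overlap of 50% of both peaks, 91.0% and 80.8% with lists of equal length, and 93.1% and 81.0% (difference 12.1 points) in the stricter 50%.

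With lists of equal length, WT-only and KO-only regions became 7173 and 5827, genes 198 and 243, with the direction of the gene count reversed. The differences of the lists became −22.5 points (epithelial, 8 WT-only and 18 KO-only regions), −22.5 (mesenchymal, 4 and 9), −19.9 (actin cytoskeleton, 10 and 20) and −13.2 (pluripotency, 2 and 3). Chromosomes 18 and 6 became −15.5 and 19.8 points. The construction shows why the totals shift: shortening the WT lists removes their weakest peaks. Calls limited to the upper 50% of each list gave 1657 and 159 regions, 48 and 4 genes, and −11.2 points for chromosome 18. The lists then gave 8.03 points (epithelial, 6 regions), 8.03 (mesenchymal, 1 region) and −92.0 (actin cytoskeleton, 1 region), too few regions to read.

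Leaving out each replicate in turn relaxes the definitions. WT-only regions ranged from 18947 to 26324 (highest without WT replicate 2), KO-only regions from 2823 to 4894 (highest without KO replicate 2), and regions called in all remaining libraries from 49068 to 53296. Genes ranged from 521 to 794 (WT-only), 90 to 153 (KO-only) and 12524 to 12752 (all). The list differences ranged from −10.9 to −1.46 points (epithelial), −26.7 to −0.437 (mesenchymal), −2.55 to 4.60 (actin cytoskeleton) and −20.2 to 17.4 (pluripotency). The actin and pluripotency lists thus changed sign with single libraries. Without WT replicate 1 the mesenchymal list gave −26.7 and the pluripotency list −20.2 points. The epithelial and mesenchymal differences stayed negative in these 4 fits.

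Other choices moved single results: the actin list to −2.92 points within 50 kb, the epithelial list to −0.893 points for the gene body and 1 kb, and the KO-only median rank percentile to 22.8 when ranked by width. Gene-end shares became 20.9% and 24.6% (WT, KO) with a 2.5 kb window, and 23.5% and 27.4% with all gene types. Counting gene ends one by one gave 805 WT-only ends. The causes were not tested. With peaks of WT replicate 1 as the reference, 19577 regions were WT-only. KO-only regions have no value there, and merging within 200 bp gave 16227 and 2456.

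The replicate block, which asks for a WT call without a KO call within each replicate number, gave 16252 and 2459 regions. These equal the unpaired counts by construction, so the block tests nothing. Replicate rank differences of WT and KO correlated weakly, at r = 0.0760 over 48539 regions. Whether samples of equal replicate number share more than the number stays open.

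Of 42 alternative values for named genes and regions, 17 moved, each to a call difference of 0. KRT19, SLC17A7, PEG10, ZBTB46, LSMEM1, LOC124903173, MZB1 and TCHH lost their group-specific call with the 2.5 kb window and with merged regions, as the edge effect implies, and TJP1 with lists of equal length. These calls are per gene: KRT19 and SLC17A7 each also had a weaker gene-end peak in both WT lists without KO overlap. Motif alternatives were not run. Depth limits what an absent call means, since weak peaks fail the threshold first.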

Other observations

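The test of the significance threshold was chosen only after its values had been seen. In the test of gene ends of similar rank, the reading by a confidence interval was chosen after the value had been seen. In the test of copy number, the matching control between replicates was added after the relation had been seen. The lower ranks at the start of chromosome 6 were noticed in windows of 10 Mb, and its tests were then set before the change points were computed.

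More regions were WT-only (16252) than KO-only (2459). Depth was tested by scaling pileup and background of each WT peak to the background of a KO library, which was 86.2% to 96.9% of that of the WT library. From 97.4% to 98.97% of WT-only regions would still have passed the KO threshold, over the 4 pairings, which argues against lower depth as the cause of most of the excess. The smallest −log10 q differed by 0.00063 between lists, which argues against unequal thresholds. A uniform loss of enrichment in the KO libraries stays open as a candidate explanation for the direction of the excess. It predicts that distal peaks (over 10 kb from any gene end) and gene-end peaks of equal rank go missing in a ratio no larger than between replicates. That ratio was 1.30 to 1.70 from WT to KO and 0.993 to 1.80 between replicates, so the ranges overlapped. From KO to WT, which the prediction did not name, it was 1.57 to 2.08, and the 2 values against WT replicate 1 (2.08 and 2.01) lay above the replicate range. Few peaks are missing between replicates at high ranks, which makes their ratios imprecise. Between percentiles 50 and 70 of WT replicate 1, distal peaks were missing more often than gene-end peaks. The shares were 20.1% against 7.01% in KO replicate 1 and 22.9% against 7.88% in KO replicate 2. Replicates showed the same order at far lower shares, at 0.388% against 0.164% for WT replicate 1 in WT replicate 2. For KO replicate 1 in KO replicate 2 the shares were 0.625% against 0.107%. A distal excess by itself therefore does not set the groups apart from replicates. The lower median fold enrichment of both KO lists (5.86 and 5.67, against 7.23 and 6.47 in WT) is in line with such a loss. A biological loss of accessible regions in the knockout is open too.

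A uniform loss would keep the order of the peaks and so would leave no excess of group-specific regions once every list has the same length. With 59724 peaks per list the split into WT and KO still gave 13000 group-specific regions, compared with at most 829 in the other 2 splits. This argues against uniform loss as the whole difference between the groups. Cutting the WT lists can turn a region called in both groups into a KO-only one. KO-only regions numbered 5827 with lists of equal length and 2459 with all peaks, so the larger count does not measure gains. The hypothesis that remains, with the balance of its directions open, is a reordering of accessible regions between clone 4 and the WT cells. The knockout itself, differences between a single clone and its parental line, and separate handling of the 2 groups are confounded in a design with 1 clone and no second batch, so their parts in it stay open. Steps along chromosomes, given below, bear on copy number as one such clone difference.

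The WT-only share differed between chromosomes, with an SD of 5.74 points. A different mix of gene ends and distal sites was tested first. Among 14302 distal group-specific regions the SD was 6.25 points, above the highest value of 1000 shuffles (2.81), which argues against the mix as the cause. Copy number that differs between the clone and the parental line was tested at gene-end regions called in all 4 libraries, which had not been chosen for the pattern. Over 23 chromosomes, the WT-only share away from gene ends and the KO minus WT rank shift at these gene ends had a Pearson r of −0.884 and a Spearman rho of −0.919. The permutation p was 1e-05 for each, the smallest the permutations can give (1.8e-05 after Benjamini-Hochberg adjustment over 9 relations). Without the 2 chromosomes farthest in share, r was −0.886. The 4 pairs of single libraries gave r from −0.856 to −0.893. The matching control sets the share of replicate 1 among regions called in 1 replicate alone against the rank difference of the same replicates. It gave r = −0.469 for WT (p = 0.0236, adjusted 0.0303) and −0.691 for KO (p = 0.0002, adjusted 0.0003), though replicates of one group should not differ in copy number. Any shift of a whole chromosome thus brings the relation about, and copy number cannot be told apart from other chromosome-wide shifts by it. The SD of the rank difference between chromosomes was larger between the groups (2.65 points) than between replicates (0.268 for WT and 0.708 for KO), so the shifts themselves were larger, with their source open. Chromosomes are not independent replicates of a clone, and chromosome X was an exception, with a high share (92.9%) and almost no rank shift (−0.119 points).

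POU5F1 itself was called in the WT lists alone. A deletion or copy loss reaching its neighbours was tested on regions called in both WT libraries within 50 kb. Of these, 2 of 3 toward lower coordinates (66.7%) and 3 of 6 toward higher coordinates (50%) were also called in both KO libraries. Called in neither KO library were 0 of the 3 lower and 3 of the 6 higher regions. All complete losses thus lay on the higher side, but the counts are too few to decide between a deletion and none. The region called in all 4 libraries nearest on the upper side lay 26.8 kb away, and that on the lower side 10.04 kb away. Loss of weak peaks in general was tested on 1299 other gene-end regions of similar WT rank. Of these, 66 (5.08%, Wilson 95% interval 4.01% to 6.41%) were missing from both KO lists. The line set beforehand was 5%, inside this interval. A loss at POU5F1 by this general route could be about as frequent as this share, and it cannot be told apart from an effect of the edit on the locus with 1 gene.

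Ranks in KO were lower over the first 30 Mb of chromosome 6. A candidate explanation is loss of a copy of the short arm from the edited POU5F1 locus to the chromosome end, which predicts a step within 1 Mb of POU5F1. The best single change point in the 4 pairs of a WT and a KO library lay at 30.6 to 31.3 Mb, from 0.102 to 0.572 Mb from the POU5F1 region at 31.2 Mb. The windows of 10 Mb had already placed the step near 30 Mb, so this closeness carries little weight. Of the 511 regions between 20 and 40 Mb, 100 (19.6%) lie within 1 Mb of POU5F1, and of the 349 between 30 and 40 Mb the same 100 make up 28.7%. These shares were computed after the change points had been seen. The step was −8.33 to −7.66 rank points in the 4 pairs. Summit pileup was set against the median of the same list over regions called in all 4 libraries, and was not divided by the local background. Relative to the genome-wide median, its KO minus WT log2 difference was −0.92 to −0.86 before the step and −0.26 to −0.24 after it. The size a copy loss would have depends on the copy number of the parental line, which is not known here. The replicate comparisons placed their best change points at 169.8 Mb (WT, 3.42 points) and 63.6 Mb (KO, −1.90 points). A change of regulatory regions away from gene ends was argued against: gene-end regions of the stretch shifted by −9.84 points and distal regions by −14.1, a share of 69.6%, above the 50% set as the limit.

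Other steps temper this reading. By its gain in fit, the chromosome 6 step ranked 2 of 23 chromosomes. Chromosome 8 came first, with a change point at 48.7 Mb, and chromosome 4 had one at 52.1 Mb, each at the same position in all 4 pairs. Neither chromosome holds POU5F1. Between replicates the best change points of chromosome 8 lay at 23.5 Mb (WT) and 130.4 Mb (KO). How often a step falls near a locus chosen in advance was not tested. A pre-existing difference between the clone and the WT population stays open, as do other states of the locus. The step of chromosome 6 lay within 0.572 Mb of POU5F1. A hypothesis from the steps of chromosomes 4, 6 and 8 is that clone 4 differs from WT cells in copy number of large segments. A change of accessibility over segments of this size would look alike in peak lists. Whether the segment on chromosome 6 ends at the edited gene stays open. Sequencing depth along the genome, in further clones as well, would decide it.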
